A study of Arabidopsis thaliana with 18 samples. Its data were reported in "A single bacterial genus maintains root growth in a complex microbiome" (2020).

How the data were processed

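Whole Arabidopsis thaliana seedlings (ecotype Col-0) were germinated for 7 days on agar plates and then moved, 10 plants per plate, to plates spread with bacteria. Strains were grown separately, washed and adjusted to an optical density of 0.02 before spreading. Non-stranded Illumina libraries were made from the polyadenylated fraction of 1000 ng of total RNA per sample. The 18 libraries fell into 4 groups by the labels: uninoculated seedlings (NB), Arthrobacter CL28, Variovorax CL14, and both strains together (CL28_CL14). NB held 3 libraries and every other group held 5.

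The authors deposited a table of raw read counts per gene, with 1 column per library. According to the methods, the authors discarded reads that held adaptor sequence with Trimmomatic, mapped single-end reads to the TAIR10 genome with HISAT2 at default settings, and counted reads per nuclear protein-coding gene with featureCounts. The deposited counts were not normalised and replicates were not pooled. The table held 27206 genes, and all 18 sample columns were used. Because the libraries were not stranded, reads from a gene that overlaps another on either strand could not be assigned by strand. Reads that map equally well to near-identical genes can also be lost or misplaced, and the handling of such reads was not given in the sources used here. Gene symbols, gene order, exon length and GC content were taken from the TAIR10.1 annotation, in which 26719 of the 27206 gene identifiers were found. No coordinates are given, because the counts were made on TAIR10. The digit after AT in each gene identifier is the chromosome. Genes with over 10% of their 50-base exonic windows present in another gene, and genes that overlap another gene, are named as uncertain.

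Groups, tests, alternatives, the rule for naming genes and the gene lists were fixed before the data were examined. Differential expression was tested as in the study's methods, with a DESeq2 (version 1.42.0, R 4.3.3) Wald test on the counts. All 18 libraries entered 1 model with bacterial treatment as its only term, and size factors and independent filtering were left at their defaults. Genes were called at a Benjamini-Hochberg adjusted p-value below 0.1. An adjusted p-value that DESeq2 left empty was kept empty and not counted as a call. The quasi-likelihood test of edgeR (version 4.0.16), with TMM factors and its own filter on low counts, was run on the same counts and its gene numbers are given beside those of DESeq2. Normalised counts are counts divided by the DESeq2 size factor, and group values are means ± SD of normalised counts. Log2 fold changes are the unshrunken DESeq2 estimates with their standard errors.

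The contrasts were CL28 against NB, CL28 against CL28_CL14, CL14 against NB, CL28_CL14 against NB and CL28_CL14 against CL14. RGI-induced genes were those called higher in CL28 in both of its contrasts, against NB and against CL28_CL14, and RGI-repressed genes those called lower in both. The interaction contrast was the effect of CL28 in seedlings with CL14, minus its effect in seedlings without CL14. Because several contrasts share the NB or CL28 libraries, groups with no difference were simulated against the same controls, and the simulated correlation of fold changes is given beside the observed one.

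Gene lists were compared as the study did for its auxin list. Counts were transformed with the variance-stabilizing transformation of DESeq2 and standardized per gene over the 18 libraries. The difference in mean z-score between groups was then set against 10000 random lists of the same size. The 5 lists (auxin-responsive, ethylene-responsive, root-hair, root-endodermis and photosynthesis) were tested in 2 contrasts each, and the 10 p-values were adjusted together, with 0.05 as the threshold. An exact two-sided permutation test of the library labels on the list score was run beside it. The study's own auxin list was not used here. The lists were written from general knowledge after the study had been read, and some members are genes that it describes from these libraries, so that the list tests are not independent evidence. A list of 14 nitrogen uptake and assimilation genes was added after the data were examined. Calculations outside R used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

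Named genes were chosen by the following rule. GH3.2 was always named. From the RGI-induced genes, the 10 with the largest value for the smaller of their 2 log2 fold changes were named, among genes whose normalised count in every CL28 library was above every NB and every CL28_CL14 library. From the RGI-repressed genes, 5 were named in the same way. For each contrast, the 3 largest positive and the 3 largest negative changes were named among called genes with a mean normalised count of at least 50 and no overlap between the groups. The 3 smallest adjusted p-values of the interaction were named at the same minimum count, as was every list member called in both contrasts of CL28.

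The deposited counts summed to between 1720255 and 4212613 per library. This depth is low for 27206 genes, and genes with a mean of a few counts per library carry large standard errors. The tests were tried on simulated counts of 27206 genes drawn from the real means, dispersions and size factors, with 200 genes changed 3-fold. The changed genes were drawn only from the more abundant genes, above a minimum mean normalised count. Recovery of genes with a mean of a few counts per library was therefore not tried. For CL28 against NB, DESeq2 recovered 98.5% of the changed genes and 5.74% of its calls were false. For CL28 against CL28_CL14, it recovered 99.5% and 6.57% of its calls were false. No pair of libraries in a group agreed within sampling noise: the chi-square per degree of freedom between replicates lay between 1.38 and 6.91, so that all 18 libraries were kept as separate replicates.

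Alternatives to the settings were edgeR in place of DESeq2, TMM factors in place of DESeq2 size factors, a filter of at least 10 counts in at least 3 libraries, independent filtering off, a threshold of 0.05 in place of 0.1, a fit with the groups of the contrast alone, replicates 1 to 3 of every group, the plate replicate number as a block, a minimum change of 1 on the log2 scale, and each library left out in turn. RGI-induced genes were also required to be called higher in CL28 than in CL14. For the lists, log2(CPM + 1) values, random lists matched on mean expression in 20 bins, the same low-count filter and the median over a list were tried. Further checks thinned every library to the lowest total, added offsets per library for GC content and exon length (splines with 4 degrees of freedom), and refitted the tests on other splits of the libraries into groups of the same sizes. For the splits, every 2-group comparison was refitted with its own libraries alone, with at most 100 splits drawn. The RGI sets and the kept genes were counted over splits of the NB, CL28 and CL28_CL14 libraries, and the interaction over 80 splits of all 18.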

Results

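Transcriptomes of whole Arabidopsis seedlings were compared between 4 bacterial treatments. Seedlings were left uninoculated (NB), inoculated with Arthrobacter CL28, a root isolate that causes inhibition of primary root growth (RGI), inoculated with Variovorax CL14, a root isolate that reverts this inhibition, or inoculated with both strains (CL28_CL14). There were 3 NB libraries and 5 libraries of each of the other treatments. Counts per library summed to 2533993 ± 572315 (SD, n = 3) in NB, 2915425 ± 947052 (SD, n = 5) in CL28, 2651871 ± 844460 (SD, n = 5) in CL14 and 1933040 ± 153407 (SD, n = 5) in CL28_CL14, so that the CL28_CL14 libraries were the shallowest group. Between 19663 and 20765 of the 27206 genes had at least 1 read in a library. The 10 most abundant genes took between 7.77% and 11.1% of the counts of a library. The labels gave no sequencing batch.

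Principal components were computed on the variance-stabilized counts of the most variable genes only, and shares of variance refer to those genes. The first component held 26.5% of the variance. On it the CL28 libraries lay between 2.06 and 8.87 and the NB libraries between −5.69 and −3.68. CL28_CL14 libraries lay between −1.30 and 4.63 and so overlapped the range of CL28. The second component, with 18.8% of the variance, had the 3 NB libraries between 2.28 and 8.68 and the 5 CL28_CL14 libraries between −4.70 and −1.14.

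The response of the plant to the RGI-inducing strain was measured by CL28 against NB. DESeq2 called 384 genes at an adjusted p-value below 0.1, of which 153 were higher and 231 lower in CL28. The quasi-likelihood test of edgeR called 474 genes, and 353 genes were called by both tools. The median absolute log2 fold change of the 384 genes was 1.01. In 329 of them the normalised counts of the CL28 and NB libraries did not overlap. Chance gives 3.57% of unselected genes, which is no chance value for genes called between the same libraries. The setting that moved the number most was a minimum change of 1 on the log2 scale, which left 195 genes. Leaving out NB replicate 2 left 229 genes, and no other library changed the number by more than 1.5 times. Among abundant genes without overlap between the groups, the extensin gene EXT12 (AT4G13390) rose from 20.4 ± 6.20 normalised counts (SD, n = 3) in NB to 171 ± 64.5 (SD, n = 5) in CL28, a log2 fold change of 3.06 (SE 0.382, adjusted p 2.92e-12). ACD6 (AT4G14400) had a log2 fold change of 2.45 (SE 0.769, adjusted p 0.0828), but edgeR did not call it (adjusted p 0.143) and the DESeq2 call was lost without any of NB replicates 1, 2 and 3 (adjusted p 0.197, 0.238 and 0.377), CL28 replicates 3 and 4 (0.205 and 0.236), CL14 replicates 2 and 3 (0.106 and 0.107) or CL28_CL14 replicate 2 (0.101) and with the NB and CL28 libraries alone (0.111). The laccase gene LAC7 (AT3G09220) fell from 175 ± 42.7 to 38.2 ± 3.99 normalised counts, a log2 fold change of −2.17 (SE 0.192, adjusted p 1.73e-25). DOX1 (AT3G01420), which encodes an alpha-dioxygenase, fell from 639 ± 122 to 192 ± 39.1 (log2 fold change −1.73, SE 0.169, adjusted p 9.09e-21), and AT2G17500 fell from 125 ± 9.70 to 39.6 ± 6.48 (log2 fold change −1.67, SE 0.170, adjusted p 4.37e-19). AT2G17500 overlaps another protein-coding gene, so that its counts are uncertain.

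The change brought by adding Variovorax CL14 to Arthrobacter CL28 was measured by CL28 against CL28_CL14. DESeq2 called 360 genes, 176 higher and 184 lower in CL28 than in CL28_CL14, and edgeR called 445, with 340 genes called by both. The libraries of the groups did not overlap in 216 of the 360 genes. Chance gives 0.794% of unselected genes, and here too the genes were selected on the same libraries. With replicates 1 to 3 of each group alone, 93 genes were called. AT4G08410, an extensin-like gene, was higher in CL28 by 1.3 on the log2 scale (SE 0.211, adjusted p 8.01e-07), but 40.2% of its 50-base windows are found in another gene, so that its counts are uncertain. AT3G53980 was higher in CL28, at 72.8 ± 10.8 against 30.0 ± 8.91 normalised counts (SD, n = 5 each; log2 fold change 1.29, SE 0.234, adjusted p 2.11e-05). The nitrate transporter gene NRT2:1 (AT1G08090) was at 260 ± 64.4 normalised counts in CL28 and 821 ± 170 in CL28_CL14 (SD, n = 5 each), a log2 fold change of −1.66 (SE 0.154, adjusted p 4.39e-23). AT3G13610 had a log2 fold change of −1.27 (SE 0.203, adjusted p 5.85e-07) and overlaps another protein-coding gene. For GLP4 (AT1G18970) the log2 fold change was −1.22 (SE 0.358, adjusted p 0.0508). GLP4 overlaps another gene, shares 11.7% of its windows with another gene, and lost its call without CL28 replicates 2, 4 or 5 (adjusted p 0.144, 0.166 and 0.166) or CL28_CL14 replicate 2 (0.102).

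**Figure D1:**
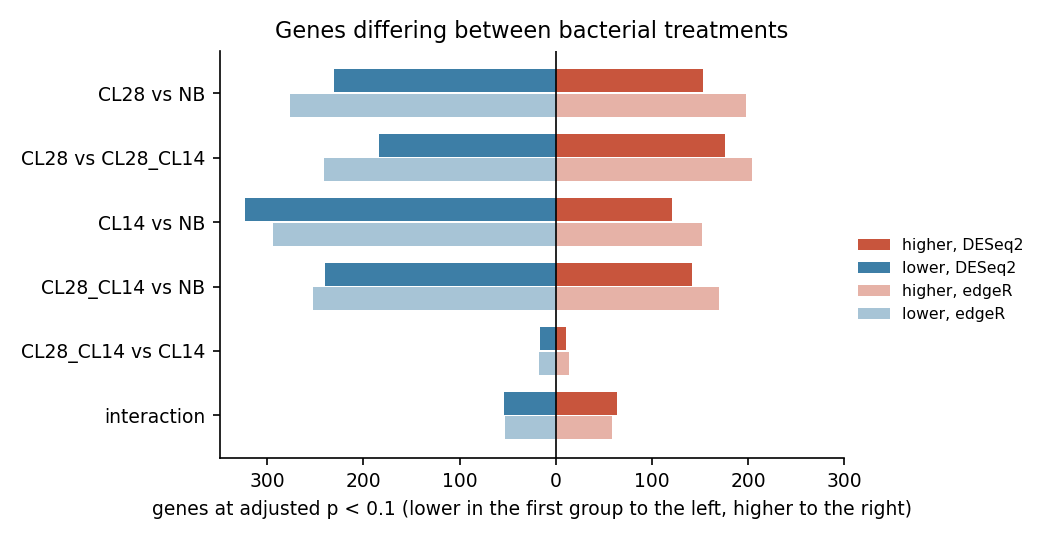
Number of genes called at an adjusted p-value below 0.1 in each contrast and in the interaction, by DESeq2 (dark bars) and edgeR (light bars), with genes lower in the first group drawn to the left of 0 and genes higher in it to the right. CL28_CL14 against CL14 had the fewest calls, 27 by DESeq2 and 31 by edgeR.

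RGI-induced and RGI-repressed genes were defined by both comparisons of CL28, and seedlings with CL14 alone did not enter the definition. There were 46 RGI-induced genes and 57 RGI-repressed genes, against 58 and 63 by edgeR. edgeR also called 44 of the 46 and 56 of the 57. Because both contrasts use the same CL28 libraries, some overlap arises without an effect. Groups simulated without any difference shared 0 calls, but they had only 2 and 0 calls in all, so that this sets no chance value for the 103 shared calls observed. The correlation of fold changes across 13059 genes was 0.421 observed and 0.408 simulated. Genes are not independent replicates in that correlation, which was therefore close to the value without an effect. Of the RGI-induced genes, 22 were higher in every CL28 library than in every NB and CL28_CL14 library, and of the RGI-repressed genes 34 were lower in every CL28 library. Chance gives 0.155% of unselected genes in either direction, but both sets were selected on these libraries, so that this is no chance value for them. Their median log2 fold changes in CL28 against NB were 1.43 and −0.98. In CL28_CL14 against NB the medians were 0.28 and −0.09, and 2 of the 46 and 7 of the 57 genes were called there. In CL14 against NB the medians were 0.44 and −0.07, and 7 of the 46 and 6 of the 57 genes were called. Independent filtering gave no adjusted p-value in CL14 against NB to part of both sets, so that those genes were left untested there. Among the untested RGI-induced genes the log2 fold changes in CL14 against NB ranged from −0.51 (BARS1) to 2.14 (XTH26). Some genes of both sets thus also differed from NB in treatments other than CL28 alone. Against seedlings with CL14 alone, 38 of the RGI-induced and 51 of the RGI-repressed genes were also called in the same direction. Both sets were smaller with replicates 1 to 3 alone, at 20 and 28 genes.

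**Figure D2:**
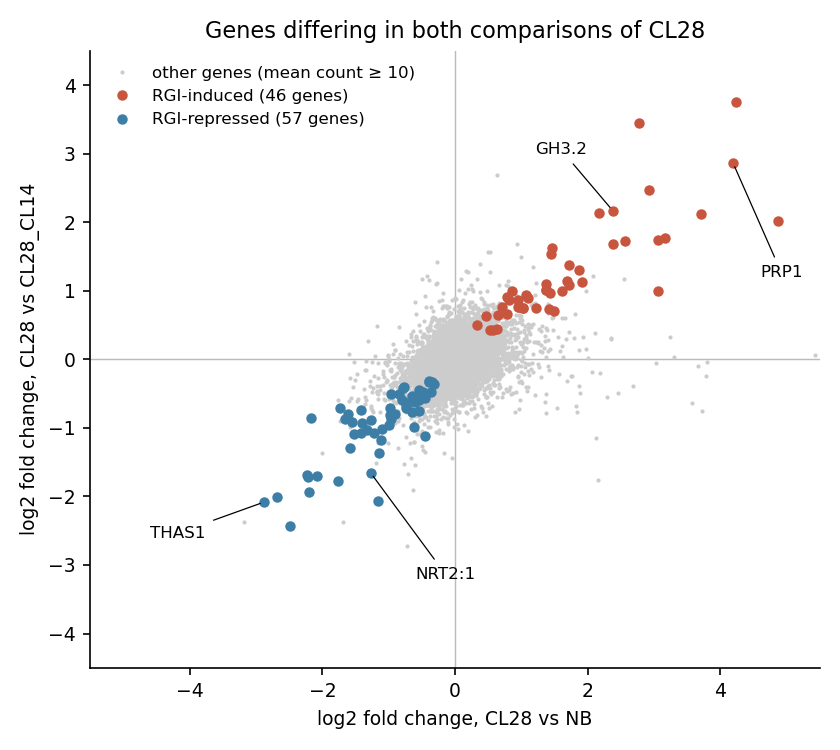
Log2 fold change of CL28 against NB (horizontal axis) and of CL28 against CL28_CL14 (vertical axis) for each gene, with the 46 RGI-induced genes in red, the 57 RGI-repressed genes in blue and other genes with a mean normalised count of at least 10 in grey. GH3.2 lies at 2.38 and 2.17, and both axes share the CL28 libraries.

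GH3.2 (AT4G37390; annotated symbol BRU6) encodes an enzyme that conjugates the auxin indole-3-acetic acid to amino acids. Its normalised counts were 39.9 ± 13.9 (SD, n = 3) in NB, 208 ± 44.4 (SD, n = 5) in CL28, 49.2 ± 13.4 (SD, n = 5) in CL14 and 46.3 ± 6.22 (SD, n = 5) in CL28_CL14. All 5 CL28 libraries, between 142 and 261, lay above all libraries of the other treatments, the highest of which was at 69.2. The log2 fold change was 2.38 (SE 0.232, adjusted p 9.09e-21) against NB and 2.17 (SE 0.198, adjusted p 1.04e-23) against CL28_CL14. Over 26 alternatives the estimates lay between 2.12 and 2.57 and between 2.07 and 2.27, and GH3.2 was called in each. CL28_CL14 did not differ detectably from NB (log2 fold change 0.21, adjusted p 0.920).

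**Figure D3:**
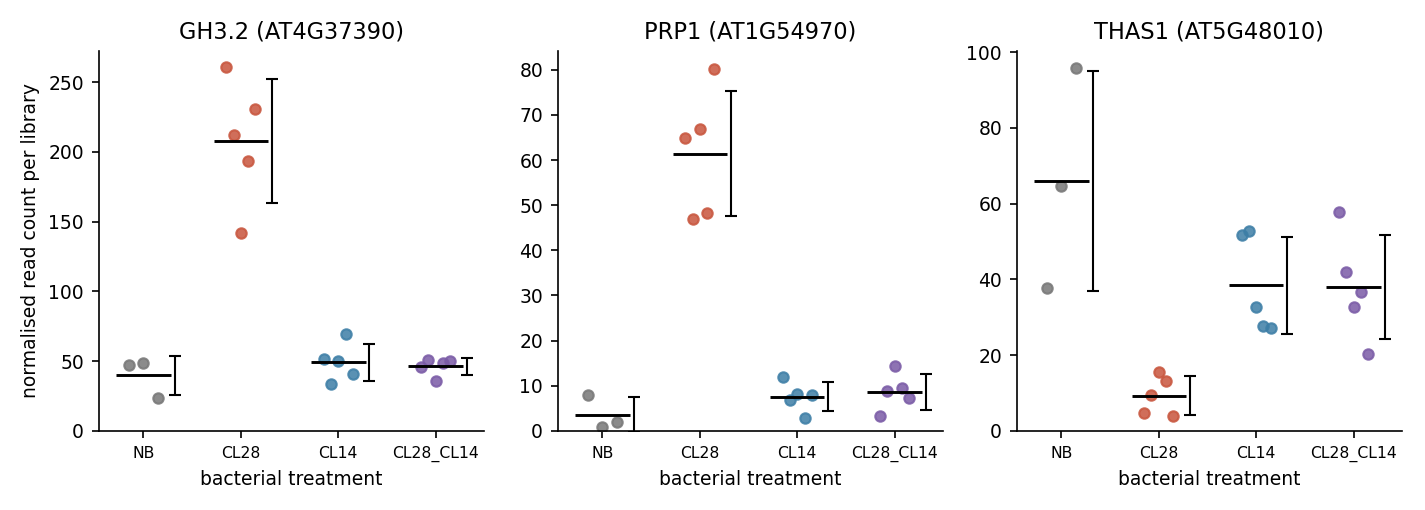
Normalised read counts of GH3.2, PRP1 and THAS1 in each library (points) by bacterial treatment, with the mean (horizontal line) and ± 1 SD (vertical bar, truncated at 0) of each group. For GH3.2 the CL28 libraries lie between 142 and 261 and for PRP1 between 46.9 and 80.2, above all other libraries, whereas for THAS1 they lie between 4.01 and 15.5, below all other libraries.

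Of the RGI-induced genes with no overlap between libraries, the 10 with the largest changes included GH3.2 and the proline-rich protein gene PRP1 (AT1G54970). PRP1 was at 3.65 ± 3.85 normalised counts (SD, n = 3) in NB, 61.4 ± 13.9 (SD, n = 5) in CL28 and 8.62 ± 3.98 (SD, n = 5) in CL28_CL14, with log2 fold changes of 4.19 (SE 0.522, adjusted p 2.52e-12) and 2.86 (SE 0.335, adjusted p 6.83e-14). The other 8 genes were low, with a mean of at most 34.0 normalised counts in CL28. FLA6 (AT2G20520), G3Pp2 (AT4G25220), XTH26 (AT4G28850) and AT5G19890 had log2 fold changes of 2.92, 3.72, 4.87 and 2.56 against NB and of 2.47, 2.12, 2.02 and 1.73 against CL28_CL14, and they were called in both contrasts whichever library was left out. With replicates 1 to 3 alone, however, FLA6, XTH26 and AT5G19890 lost their calls against CL28_CL14 (adjusted p 0.305, 0.201 and 0.476) and G3Pp2 had no adjusted p-value there. BARS1 (AT4G15370), XTH13 (AT5G57540), AT4G20450 and ZIP3 (AT2G32270) were also among the 10, with log2 fold changes of 4.24, 2.77, 3.17 and 1.46 against NB and of 3.75, 3.44, 1.76 and 1.62 against CL28_CL14, but single libraries decided some of their calls. XTH13 lost its call against NB without NB replicates 1, 2 or 3 (adjusted p 0.138, 0.120 and 0.158) and had no adjusted p-value without CL28 replicate 3. AT4G20450 lost its call against NB without NB replicates 2 or 3 (adjusted p 0.148 and 0.108), and against CL28_CL14 without CL28 replicate 1 (0.244) or CL28_CL14 replicates 1, 2 or 4 (0.273, 0.111 and 0.128). ZIP3 lost its call against NB without NB replicates 2 or 3 (adjusted p 0.275 and 0.233). BARS1 lost its call against NB without NB replicate 3 (adjusted p 0.390) or CL28 replicate 2 (0.156), and had no adjusted p-value there without NB replicate 2, CL28 replicates 1, 3, 4 or 5, or CL28_CL14 replicates 1, 3, 4 or 5. Against CL28_CL14, BARS1 lost its call without CL28_CL14 replicates 3 or 5 (adjusted p 0.150 and 0.155) and had no adjusted p-value without CL28 replicates 1, 2 or 3, CL14 replicate 4, or CL28_CL14 replicates 1 or 2. With replicates 1 to 3 alone, BARS1, XTH13 and ZIP3 lost their calls against NB (adjusted p 0.117, 0.140 and 0.134), and BARS1, XTH13 and AT4G20450 had no adjusted p-value against CL28_CL14. BARS1 was also not called against NB with independent filtering off (adjusted p 0.105), and had no adjusted p-value with TMM factors. BARS1 was at 6.70 ± 2.93 normalised counts in CL28 and at or below 0.474 on average in each other treatment, and was detected in 1 of the 3 NB libraries.

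Of the RGI-repressed genes with no overlap between libraries, 3 of the 5 with the largest changes are neighbours on chromosome 5. These 3 encode enzymes of thalianol metabolism. Normalised counts of the thalianol synthase gene THAS1 (AT5G48010) were 66.1 ± 29.0 (SD, n = 3) in NB, 9.35 ± 5.07 (SD, n = 5) in CL28 and 37.9 ± 13.7 (SD, n = 5) in CL28_CL14. THAS1, CYP705A5 (AT5G47990) and CYP708A2 (AT5G48000) had log2 fold changes of −2.88 (SE 0.371), −2.21 (SE 0.307) and −1.77 (SE 0.312) against NB, with adjusted p-values of 1.51e-11, 7.19e-10 and 5.39e-06. Against CL28_CL14 the changes were −2.08 (SE 0.344), −1.93 (SE 0.290) and −1.78 (SE 0.287), with adjusted p-values of 1.48e-06, 5.44e-08 and 6.47e-07. All 3 were called in every alternative. AT5G46900 fell by 2.22 and by 1.72 on the log2 scale, but 22.5% of its windows are found in another gene, so that its counts are uncertain. AT1G54095, at 1.07 ± 1.14 normalised counts in CL28 and 7.17 ± 1.71 in NB, had log2 fold changes of −2.49 (adjusted p 0.0414) and −2.43 (adjusted p 0.0331). AT1G54095 lost its call against NB without NB replicates 1 or 2 or CL28 replicate 4 (adjusted p 0.149, 0.215 and 0.113), had no adjusted p-value without CL28 replicate 3, and lost its call against CL28_CL14 without CL28 replicate 4 (adjusted p 0.1002). Its adjusted p-value with replicates 1 to 3 alone was 0.403 against NB and was missing against CL28_CL14, and with the NB and CL28 libraries alone it was 0.134.

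Whether genes of hormone response and of root cell types moved together was tested on 5 lists. The auxin-responsive list of 21 genes was higher in CL28 than in CL28_CL14 by 0.668 in mean z-score (adjusted p 0.00025 against random lists), with all 5 CL28 libraries above all CL28_CL14 libraries. Against NB the difference was 0.513 (adjusted p 0.0117), with 4 of 5 CL28 libraries above all NB libraries, and without NB replicate 3 it was 0.417 and no longer past the threshold (adjusted p 0.0565). The ethylene-responsive list of 10 genes was higher in CL28 than in CL28_CL14 by 0.653 (adjusted p 0.0098; 3 of 5 CL28 libraries above all CL28_CL14 libraries) and higher than in NB by 1.24 (adjusted p 0.00025; 5 of 5 above all NB libraries). The CL14 libraries, between 0.0278 and 0.502, also lay above all NB libraries, the highest of which was at −0.466. So did the CL28_CL14 libraries other than replicate 5 (−0.716). The rise over NB in the ethylene-responsive list was thus not specific to CL28. The root-hair list of 17 genes was higher in CL28 than in CL28_CL14 and NB by 1.22 and 1.29 (adjusted p 0.00025 for each), with 4 of 5 and 5 of 5 CL28 libraries above all others. These values of 0.00025 come from the smallest p-value that 10000 random lists can give. The root-endodermis list of 8 genes did not differ detectably from CL28_CL14 (0.163, adjusted p 0.600) and was lower than in NB (−0.644, adjusted p 0.0231, with 4 of 5 CL28 libraries below all NB libraries), a call that was lost without NB replicate 2 (−0.583, adjusted p 0.0854), CL28 replicate 3 (−0.589, 0.0636) or CL28 replicate 4 (−0.529, 0.0712). The photosynthesis list of 13 genes did not differ detectably from CL28_CL14 (0.295, adjusted p 0.205), where CL28 replicate 3 alone decided the direction (−0.318 without it) and the list passed the threshold without CL28 replicate 4 (0.558, adjusted p 0.0143). Against NB the photosynthesis list was lower, with a difference of −0.560 (adjusted p 0.0127) and 3 of 5 CL28 libraries below all NB libraries, a call lost without NB replicate 2 (−0.0691, adjusted p 0.681) or CL28 replicates 2, 4 or 5 (−0.387, −0.289 and −0.400). The difference was larger without CL28 replicate 3 (−1.42) or NB replicate 1 (−0.956). In the exact two-sided permutation test of library labels, which treats libraries rather than genes as the units, none of the 10 differences passed 0.05 after adjustment. The smallest adjusted value was 0.0794, for the auxin-responsive and root-hair lists in CL28 against CL28_CL14, with raw p-values of 0.00794 and 0.0159 over 252 splits. The auxin-responsive list in CL28 against NB had a raw exact p of 0.0536 over 56 splits. The smallest raw value that this test can give is 0.00794 over 252 splits and 0.0179 over 56 splits. On its own, a value of 0.00794 cannot pass 0.05 after adjustment over 10 tests. Missing the threshold in the exact test therefore does not argue against a difference.

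**Figure D4:**
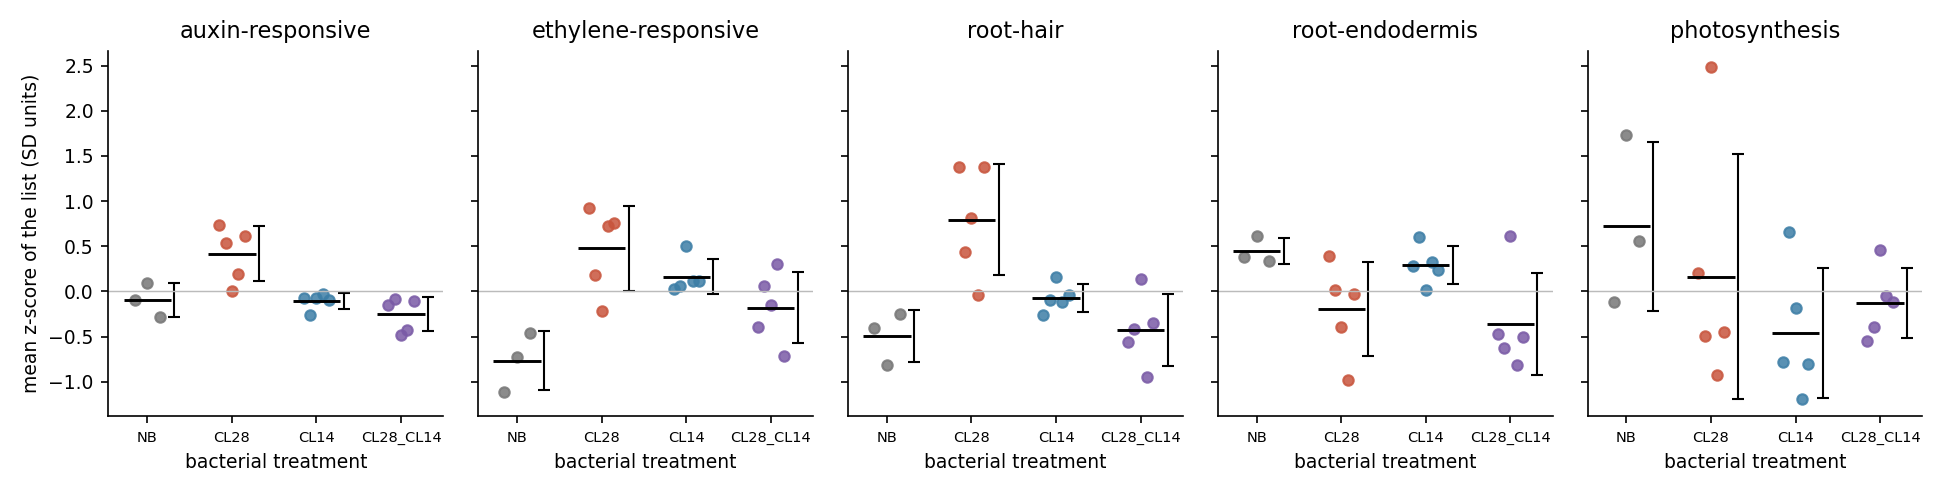
Mean z-score of each gene list per library (points) by bacterial treatment, with the mean (horizontal line) and ± 1 SD (vertical bar) of each group. CL28 replicate 3, at 2.48 on the photosynthesis list, is the highest CL28 library there, and the next is at 0.208.

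Single members of the lists were called less often than the lists as a whole. Against NB, DESeq2 called 2 auxin-responsive, 2 ethylene-responsive and 8 root-hair genes higher in CL28 over all genes tested, and 3, 3 and 12 when adjusted over the list alone, where 1 root-hair gene was lower. For CL28 against CL28_CL14 the numbers were 3, 1 and 6 over all genes tested, and 6, 3 and 11 when adjusted over the list alone. Of the root-endodermis list, 1 gene was called lower in CL28 than in NB over all genes tested and 3 when adjusted over the list alone, and no member was called against CL28_CL14. No photosynthesis gene was called in either contrast. Of the list members, 2 auxin-responsive and 6 root-hair genes were RGI-induced genes. As members were partly chosen with knowledge of the study, the counts adjusted over the list alone are not independent evidence. Besides GH3.2, the auxin-responsive gene GH3.3 (AT2G23170) was called in both contrasts, with log2 fold changes of 1.45 (SE 0.313, adjusted p 0.000679) against NB and 1.53 (SE 0.275, adjusted p 1.61e-05) against CL28_CL14. The 6 root-hair genes called in both contrasts were COW1 (AT4G34580), PRP3 (AT3G62680), RHS13 (AT4G02270), RHS19 (AT5G67400), XTH14 (AT4G25820) and EXT12. PRP3, RHS19 and XTH14 rose by 1.37, 1.38 and 1.61 on the log2 scale against NB and by 1.02, 1.0 and 0.99 against CL28_CL14, and were called in all alternatives. RHS19 overlaps another protein-coding gene. RHS13 rose by 1.11 and 0.89 and lost its call against NB without NB replicate 2 (0.81, adjusted p 0.191) and its call against CL28_CL14 with replicates 1 to 3 alone (0.79, adjusted p 0.4985). COW1 rose by 0.82 (adjusted p 0.0898) and 0.86 (adjusted p 0.0193), and 14 of 26 alternatives took its call against NB away. The adjusted p-value of COW1 against NB was 0.278 without NB replicate 1, 0.675 without NB replicate 2, 0.267, 0.129, 0.109 and 0.104 without CL28 replicates 1, 2, 3 and 5, and 0.108, 0.11 and 0.112 without CL14 replicates 3, 4 and 5, and its adjusted p-value against CL28_CL14 was 0.125 without CL28 replicate 1 and 0.122 without CL28_CL14 replicate 1. The 2 values were 0.227 and 0.273 with replicates 1 to 3 alone, and against NB the value was 0.147 with the NB and CL28 libraries alone and 0.106 with independent filtering off.

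The response to Variovorax CL14 alone was measured by CL14 against NB. DESeq2 called 444 genes, 121 higher and 323 lower in CL14, and edgeR called 446, with 347 in common. Changes were small, with a median absolute log2 fold change of 0.467, and 10 genes changed by at least 1 on the log2 scale. Independent filtering kept 8731 genes in this contrast. The number was 89 without NB replicate 2, 292 without NB replicate 3, 278 without CL14 replicate 4 and 692 without CL28 replicate 3. CL28 replicate 3 belongs to neither group of this contrast. It enters through quantities estimated over all libraries, such as size factors, dispersions and the filter, and their effects were not separated. CYP79B2 (AT4G39950), which encodes an enzyme of tryptophan metabolism, rose from 87.4 ± 2.64 normalised counts (SD, n = 3) to 202 ± 17.4 (SD, n = 5), a log2 fold change of 1.21 (SE 0.155, adjusted p 4.88e-11). NRT2.6 (AT3G45060) rose by 1.54 (SE 0.357, adjusted p 0.00191), and AT5G42530 by 1.60 (SE 0.451, adjusted p 0.0169), a call lost without NB replicate 2 (1.34, adjusted p 0.279) or with replicates 1 to 3 alone (1.36, adjusted p 0.135). SEN1 (AT4G35770) had a log2 fold change of −1.28 (SE 0.218, adjusted p 2.66e-06) and GRP3S (AT2G05380) of −1.35 (SE 0.302, adjusted p 0.00115). The nitrilase gene NIT2 (AT3G44300) had a change of −1.43 (SE 0.307, adjusted p 0.000556), and independent filtering gave it no adjusted p-value without NB replicate 3 or CL28 replicate 4, where the changes were −1.10 and −1.43, nor with replicates 1 to 3 alone (−1.36) or with the NB and CL14 libraries alone (−1.43).

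Seedlings with both strains were compared with NB and with CL14. DESeq2 called 382 genes in CL28_CL14 against NB, 142 higher and 240 lower, and edgeR called 422, with 355 in common. The number fell to 144 without NB replicate 2 and to 215 without NB replicate 3. AT5G42530 rose from 263 ± 104 normalised counts (SD, n = 3) to 1250 ± 378 (SD, n = 5), a log2 fold change of 2.25 (SE 0.451, adjusted p 0.000213). AT4G12490 had a change of 4.48 (SE 1.01, adjusted p 0.00208), but it shares 38.3% of its windows with another gene and overlaps another protein-coding gene, so that its counts are uncertain. ACD6 rose by 2.94 (SE 0.769, adjusted p 0.0156), a call lost without NB replicate 3 (2.67, adjusted p 0.146). PHI-1 (AT1G35140), LAC7 and PELPK1 (AT5G09530) had changes of −1.38 (SE 0.234), −1.32 (SE 0.187) and −1.31 (SE 0.192), with adjusted p-values of 2.86e-06, 4.76e-09 and 1.99e-08. In CL28_CL14 against CL14, DESeq2 called 27 genes, 11 higher and 16 lower, and edgeR called 31, with 24 in common. The number of calls was 15, 17 and 58 without CL28_CL14 replicates 2, 4 and 1, and 16 without CL14 replicate 5. AT5G48430 rose by 1.05 (SE 0.145, adjusted p 7.44e-09) and AT4G18950 by 0.65 (SE 0.132, adjusted p 0.00206), whereas PELPK1 had a change of −0.92 (SE 0.170, adjusted p 0.000305) and TIP2;3 (AT5G47450) of −0.84 (SE 0.158, adjusted p 0.000519). AT3G46280 rose by 1.06 (adjusted p 0.0118), a call lost without CL28_CL14 replicate 2 (0.86, adjusted p 0.185), and LTI30 (AT3G50970) had a change of −0.79 (adjusted p 0.0212), a call lost without CL14 replicate 2 (adjusted p 0.153) or CL28_CL14 replicate 4 (adjusted p 0.111). With replicates 1 to 3 alone, 2 genes were called in this contrast, and AT4G18950, TIP2;3, AT3G46280 and LTI30 were not among them.

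Whether the effect of CL28 depended on the presence of CL14 was tested by the interaction. DESeq2 called 118 genes, of which 64 had a higher and 54 a lower effect of CL28 in the presence of CL14, and edgeR called 112, with 100 in common. The median absolute log2 difference of effects was 1.32. Of the RGI-induced genes 30 of 46 and of the RGI-repressed genes 30 of 57 were called, and for the remaining genes of both sets a difference of effects was not detected. Both sets were selected on differences that are part of the interaction, so that these shares are no separate evidence for it. The number of calls was 57 without NB replicate 2, 348 without CL28 replicate 3, 78 without CL14 replicate 4 and 67 without CL28_CL14 replicate 2. GH3.2 had the smallest adjusted p-value, with a difference of effects of −2.48 (SE 0.315, adjusted p 6.84e-11). DOX1 followed with 1.57 (SE 0.224, adjusted p 2.51e-08) and XTH14 with −1.70 (SE 0.255, adjusted p 2.01e-07).

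Whether part of the response to CL28 was also seen when CL14 was present was examined by the genes called in both contrasts with NB. The effects of CL28 against NB and of CL28_CL14 against NB had the same direction and were called in both for 125 genes, against 150 by edgeR. Groups simulated without any difference against the same NB libraries shared 0 calls, but they had only 2 calls in each contrast, so that this does not show whether the 125 exceed what the shared NB libraries give. The correlation of the 2 sets of fold changes across 13059 genes was 0.708, against 0.627 simulated. For CL28 and CL14 against NB, 57 genes were called in the same direction and the correlation was 0.617, against 0.634 simulated, and for CL14 and CL28_CL14 against NB 176 genes were shared and the correlation was 0.743, against 0.616. Independent filtering kept 19134 genes in CL28 against NB, 17400 in CL28_CL14 against NB and 8731 in CL14 against NB. The counts of 125, 57 and 176 shared genes therefore come from unlike sets of tested genes. The number of 125 genes was 60 without NB replicate 2, 76 without NB replicate 3 and 189 without CL28 replicate 3.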

Values the study reported

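The study reported 18 RGI-induced genes shared between the experiment with CL28 and another with a bacterial community. GH3.2 was among them, and the study linked the other 17 to the root tip through co-expression. The study also reported a mean rise of transcripts in a list of 12 auxin-responsive genes. Reads were counted over 27,206 genes.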

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

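The tests in this part were planned before their results were seen, except that the limit for calling most genes still detected after thinning was set once the value was known. A library far from the other 4 of its group was looked for in 159 groups of 5 libraries, and 12 were found, where chance gives 7.95. The gap to the nearest library is given below as a share of the range of the group, for which chance exceeds 0.71 in about 1 group in 20. The 12 libraries are therefore close to the number expected by chance, and no biological explanation was tested for any of them.

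In CL28 replicate 3, the 10 most abundant genes took 11.1% of the counts, against 8.28% to 8.97% in the other CL28 libraries (a gap of 0.757 of the range). BARS1 had a gap of 1.0 in CL14 replicate 2 and in CL28_CL14 replicate 4, since it had no read in the other 4 libraries of each group. CYP705A5 was highest in CL14 replicate 2 (36.9 normalised counts against 27.1 to 29.3, gap 0.772), ACD6 in CL28_CL14 replicate 4 (249 against 44.4 to 100.2, gap 0.727), GLP4 in CL28_CL14 replicate 2 (121 against 50.2 to 54.3, gap 0.942), CYP79B2 in CL14 replicate 5 (233 against 188 to 201, gap 0.7103), AT4G12490 in CL14 replicate 4 (126 against 11.7 to 44.5, gap 0.714) and PRP3 in CL28_CL14 replicate 3 (116 against 57.1 to 73.3, gap 0.724). AT2G17500 was lowest in CL14 replicate 3 (70.4 against 83.5 to 88.2, gap 0.737). The ethylene-responsive list score of CL14 replicate 3 was 0.502 against 0.0278 to 0.116 (gap 0.814), and the root-endodermis score of CL28_CL14 replicate 3 was 0.613 against −0.813 to −0.473 (gap 0.761). Without CL28_CL14 replicate 2 the change of GLP4 in CL28 against CL28_CL14 was −0.88 and no longer called (adjusted p 0.102, within a range up to 0.166 over its alternatives), so that this library carries part of that difference.

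The effect of CL28 differed with the presence of CL14 for 118 genes, by the DESeq2 interaction test. Among the named genes, 23 of 45 were called. The difference of effects was negative, so that the effect of CL28 was lower with CL14 present, for GH3.2 (−2.48), PRP1 (−3.95), G3Pp2 (−3.96), AT4G20450 (−3.86), ZIP3 (−2.03), EXT12 (−2.94), AT4G08410 (−2.09), XTH14 (−1.70), GH3.3 (−1.51), PRP3 (−1.60) and RHS19 (−1.56), all of which CL28 raised when alone. It was also negative for AT3G53980 (−1.46), which CL28 did not change detectably when alone (log2 fold change 0.17) and lowered with CL14 present (−1.28), and for CYP79B2 (−0.95), where the estimates were 0.48 alone and −0.46 with CL14 present, neither of them called. It was positive for AT1G54095 (3.31, without an adjusted p-value from edgeR), THAS1 (2.87), CYP705A5 (2.28), CYP708A2 (1.91), AT5G46900 (1.63), LAC7 (1.5), DOX1 (1.57), AT2G17500 (1.46), NRT2:1 (1.37) and AT3G13610 (1.08, not called by edgeR, adjusted p 0.106). Most of these genes were named because they differed between CL28 and other groups, so that their number says nothing of the share of all genes.

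For the 118 genes, chance cannot be excluded by their number alone: 4 of 80 splits of the 18 libraries into groups of the same sizes, the real one included, gave as many genes, and the largest other split gave 449. The number was 57 without NB replicate 2, 348 without CL28 replicate 3, 78 without CL14 replicate 4 and 67 without CL28_CL14 replicate 2. The lower depth of the CL28_CL14 libraries is not the whole explanation, since 61 of the 118 genes were still called after every library was thinned to 1720255 counts, with a median absolute difference of 1.35 against 1.32 before. With offsets for GC content and exon length, 113 of the 118 were still called. A different response to CL28 in the presence of CL14 may explain part of the genes, as a hypothesis, but the count of splits leaves chance open for their number. The split test does not bear on single genes: GH3.2 was called in the interaction with an adjusted p-value of 6.84e-11.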

How the results depend on the processing

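All alternatives reported in this part were planned, and none was chosen after its result was seen. Of 81 gene numbers under other settings, 57 stayed within 1.5 times the reported number and 24 did not. None of the numbers moved by more than that under edgeR, TMM factors, the low-count filter, independent filtering off or a threshold of 0.05. GH3.2 kept its direction and call in all 16 values under other settings and all 36 with a library left out. Of 565 values of single named genes under other settings, 523 kept their direction and call, 42 lost the call and none reversed, and of 1296 with a library left out, 1229 kept both, 67 lost the call and none reversed.

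With replicates 1 to 3 alone, the number of genes called was 223 for CL28 against NB, 93 for CL28 against CL28_CL14, 117 for CL14 against NB, 126 for CL28_CL14 against NB and 2 for CL28_CL14 against CL14, with 20 RGI-induced genes, 28 RGI-repressed genes, 36 genes in the interaction and 50 genes kept, that is called in the same direction in CL28 and in CL28_CL14 against NB. Fewer libraries enter these fits. A minimum change of 1 on the log2 scale left 195, 106, 10, 114 and 10 genes in the same order of contrasts, 23 RGI-induced and 18 RGI-repressed genes, 77 in the interaction and 51 kept genes, by its construction. With the groups of the contrast alone, CL28_CL14 against CL14 gave 61 genes, and the cause was not tested. That setting cannot be applied to the interaction, which needs all 4 groups.

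Plate replicate numbers recur in every group. The median correlation of the deviations from the group means was 0.0919 for libraries with the same number, with 9 of 24 pairs above 0.1, and −0.0221 for libraries with different numbers, with 21 of 96 pairs above 0.1. Libraries with the same number were thus somewhat more alike, but since most of the 24 pairs were not above 0.1, the numbers were not taken to pair the libraries. With the replicate number as a block, the number of genes was 241 for CL28 against NB, 229 for CL14 against NB, 236 for CL28_CL14 against NB, 36 for the RGI-repressed set and 74 for the interaction. Under the block the root-endodermis difference in CL28 against NB was −0.508 and that of the photosynthesis list −0.261, neither past the threshold. The block moved no other gene number by over 1.5 times and changed no other list call. Named genes not called under the block were GH3.3 (1.29, adjusted p 0.121), XTH13 (2.42, 0.260), BARS1 (4.35, 0.240), COW1 (0.87, 0.240) and AT1G54095 (−2.42, 0.216) in CL28 against NB, BARS1 (3.69, 0.118) and AT4G20450 (1.78, 0.139) in CL28 against CL28_CL14, AT3G46280 (1.06, 0.293) in CL28_CL14 against CL14 and NIT2 (−1.56, no adjusted p-value) in CL14 against NB.

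Among 60 list values under other settings, 53 kept direction and side of the threshold. With replicates 1 to 3, the ethylene-responsive difference in CL28 against CL28_CL14 was 0.501 and the root-endodermis difference in CL28 against NB was −0.499, both no longer past the threshold, whereas the photosynthesis list in CL28 against CL28_CL14 was 0.83 and past it. The photosynthesis difference in CL28 against NB reversed to 0.00503 with replicates 1 to 3. Against random lists matched on mean expression it was −0.560 and not past the threshold (adjusted p 0.0759). The cause was not tested.

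With 1 library left out, the number of genes ranged from 229 (without NB replicate 2) to 573 for CL28 against NB, from 261 to 439 for CL28 against CL28_CL14, from 89 (without NB replicate 2) to 692 (without CL28 replicate 3) for CL14 against NB, from 144 (without NB replicate 2) to 508 for CL28_CL14 against NB, from 15 (without CL28_CL14 replicate 2) to 58 (without CL28_CL14 replicate 1) for CL28_CL14 against CL14, from 57 (without NB replicate 2) to 348 (without CL28 replicate 3) for the interaction and from 60 (without NB replicate 2) to 189 (without CL28 replicate 3) for the kept genes. The RGI-induced set held 32 to 61 genes and the RGI-repressed set 39 to 67. Other libraries that moved a number by over 1.5 times were NB replicate 3 (292 for CL14 against NB, 215 for CL28_CL14 against NB and 76 kept genes), CL14 replicate 4 (278 for CL14 against NB and 78 for the interaction), CL14 replicate 5 and CL28_CL14 replicate 4 (16 and 17 for CL28_CL14 against CL14) and CL28_CL14 replicate 2 (67 for the interaction). GH3.2 ranged from 2.12 to 2.57 against NB and from 2.07 to 2.27 against CL28_CL14.

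Leaving out 1 library, the list differences in CL28 against CL28_CL14 ranged from 0.615 to 0.762 (auxin-responsive), 0.535 to 0.801 (ethylene-responsive), 1.1 to 1.4 (root-hair), 0.0195 to 0.409 (root-endodermis) and −0.318 to 0.558 (photosynthesis, reversed without CL28 replicate 3 and past the threshold without CL28 replicate 4). Against NB they ranged from 0.417 (not past the threshold without NB replicate 3) to 0.594, 1.12 to 1.41, 1.16 to 1.47, −0.755 to −0.529 and −1.42 (without CL28 replicate 3) to −0.0691 in the same order. Without NB replicate 1 the photosynthesis difference was −0.956. The root-endodermis call was lost without NB replicate 2 (−0.583), CL28 replicate 3 (−0.589) or CL28 replicate 4 (−0.529), and the photosynthesis call without NB replicate 2 (−0.0691) or CL28 replicates 2, 4 or 5 (−0.387, −0.289 and −0.400). BARS1, with at most 6.70 normalised counts on average in any group, was not called against NB in 16 of 24 alternatives, in some of which it had no adjusted p-value.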

Other observations

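The tests of this part chosen only after the result was seen are the placement of neighbouring genes, the tests on the axis within groups, the comparison of the root-hair list with the root-endodermis list, and the nitrogen list in all its contrasts. The RGI-induced set held 46 genes. That is higher than the number quoted from the study above, which counts only genes shared with a second experiment not analysed here.

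The 46 genes higher in CL28 were set against technical explanations. More root tissue in the CL28 seedlings would raise all root lists together, but the root-endodermis list did not rise detectably. Its difference from NB was −0.644 (exact permutation p 0.0893), no longer past the threshold without NB replicate 2 (−0.583), CL28 replicate 3 (−0.589) or CL28 replicate 4 (−0.529) or with replicates 1 to 3 alone (−0.499), and its difference from CL28_CL14 was 0.163 (exact permutation p 0.635). The root-endodermis list alone therefore does not decide. The 11 root-hair genes outside the RGI-induced set and the 8 root-endodermis genes moved apart by 1.4 against NB (exact permutation p 0.0179 over 56 splits) and by 0.776 against CL28_CL14 (exact permutation p 0.0159 over 252 splits). Deeper CL28 libraries would not leave the set after thinning, but 34 of the 46 genes were still called at 1720255 counts per library. With GC and length offsets 42 of 46 were still called, although these offsets were small. The 10 most abundant genes took a mean of 9.05% of the counts in CL28, with ranges that overlap those of NB and CL28_CL14. Over 10% of the 50-base windows were shared with another gene for 5 of the 46 genes, so that reads shared between paralogs would explain few of them. A response of the plant to CL28 that CL14 prevents is a candidate explanation for the rest, found and tested on the same libraries.

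How often other splits of the libraries into groups of the same sizes gave as many genes was counted for each comparison, the real split included. These fits hold only the libraries of the groups compared, so that their numbers differ from those of the fit with all 18 libraries. CL14 against NB gave 544 genes (1 of 56 splits as large, largest other split 440), CL28_CL14 against NB 306 (1 of 56, largest other 289), CL28 against CL28_CL14 285 (2 of 100, largest other 459), CL28_CL14 against CL14 61 (3 of 100, largest other 308), the RGI-induced set 40 (1 of 100, largest other 12), the RGI-repressed set 47 (1 of 100, largest other 13) and the kept genes 100 (4 of 100, largest other 378). A share of splits under 0.05, not adjusted for the number of comparisons, was taken to exclude chance. By this limit chance was excluded for these numbers, although for CL28 against CL28_CL14, CL28_CL14 against CL14 and the kept genes at least 1 other split gave more genes than the real one. For CL28 against NB, 4 of 56 splits gave at least the 278 genes of the real split, with 789 in the largest other split, so that chance was not excluded. The median of the other splits was 0 genes in each comparison.

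RGI-repressed genes lay next to each other more often than random genes: 6 neighbouring pairs were found among the 57 genes, against a mean of 0.132 and at most 3 in 10000 random sets drawn from 19116 genes (permutation p 0.0001, the smallest that these sets can give). The RGI-induced genes held 1 pair (permutation p 0.0793). The pairs were MLP328 and MLP329, AT2G38380 and AT2G38390, FAR4 and FAR5, AT5G46890 and AT5G46900, CYP705A5 and CYP708A2, and CYP708A2 and THAS1. Reads shared between copies could produce such pairs, but only 2 of the 11 genes, AT5G46890 and AT5G46900, had over 10% of their windows in another gene. Shared regulation of neighbouring genes, such as the thalianol genes, was not tested.

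The RGI-repressed genes NRT2:1, NIA1, AMT1;2 and AMT1;3, which were picked out after their values were seen, were called lower in CL28 than in CL28_CL14 and also than in NB (log2 fold changes against NB −1.27, −0.99, −0.98 and −1.12), so that 14 other nitrogen uptake and assimilation genes were examined. Their mean z-score was lower in CL28 than in CL28_CL14 by −1.01 (exact permutation p 0.00794), with 14 of 14 genes lower. Against NB the difference was −0.232 (exact permutation p 0.286), with 10 of 14 genes lower. The list was higher than in NB by 0.782 in CL28_CL14 (exact permutation p 0.0357) and by 0.744 in CL14 (exact permutation p 0.0179). Whether such genes drop in general with CL28 stays open, since for the 14 genes, a list without the 4 called ones, the difference between CL28 and NB was not detected.

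Libraries of the same group differed along 1 axis that held 26.1% of the variance within groups over 13059 genes, with CL28 replicate 3 at 2.72. The sign of the axis was set by the photosynthesis list. In libraries far along it this list deviated in the same direction, by 2.32 in CL28 replicate 3, by 1.01 in NB replicate 2 (axis 1.24) and by −1.09 in CL28 replicate 4 (axis −1.08). CA1 and VAR1 were among the 10 genes with the highest positive loadings, which goes with a varying share of green tissue. The loadings largest in size lay at the negative end, however (AT4G22485 −2.54, AT4G22505 −2.39 and AT3G05727 −1.92). The largest positive loading was 1.31, for PCR1. The genes of the negative end were not assigned to a tissue here. Differing shares of shoot and root tissue would set the photosynthesis list against the root lists, but over 18 libraries r was 0.244 with the root-endodermis list (rho 0.112, permutation p 0.415 and 0.679) and 0.172 with the root-hair list (rho 0.195, permutation p 0.704 and 0.509). Without the 2 farthest libraries these were 0.436 and 0.274. Tissue shares cannot be told apart from other sources here, since the axis goes with the photosynthesis list but neither relation to a root list passed a test. Library depth does not account for the axis, since r with the log2 total count was 0.0288 (rho 0.174, permutation p 0.946 and 0.532) and 0.150 without the 2 farthest libraries. The adjusted p-value of Pearson r was 0.946 for each of these 3 relations. GH3.2 and PRP1 in CL28 replicate 3, at 142 and 66.8 normalised counts, were still above every library of the other groups.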
